A study of Mus musculus with 18 samples. Its data were reported in "Dual leucine zipper kinase-dependent PERK activation contributes to neuronal degeneration following insult" (2017).

How the data were processed

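RNA was extracted from primary mouse DRG cultures of the 4 groups, and libraries were made with an Illumina TruSeq RNA kit, which selects poly(A) RNA and does not keep strand, and read as single-end 50 base reads on a HiSeq instrument. The authors filtered reads for quality and ribosomal RNA, aligned them with GSNAP to GRCm38 and counted uniquely mapped reads over all exons of RefSeq gene models with HTSeqGenie. Each deposited file holds 1 library and gives, for each of 36528 Entrez gene identifiers, the count (whole numbers, not normalized) and a normalized RPKM value (nRPKM), which the authors scaled for gene length and library size. Counting without strand cannot separate overlapping or antisense genes, and unique mapping leaves out reads shared between near-identical copies. Identifiers were matched to symbols and positions in the RefSeq annotation of GRCm38; 31049 had a symbol, and the others held 1.06 to 1.21% of the counts of a library. Coordinates are 1-based on GRCm38 and give the annotated extent of the gene, whose exons were counted.

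Total counts were 29.9 to 49.7 M per library (mean 37.6 M), and the 10 most counted genes took 3.54 to 3.97% of them. Over 32 pairs of libraries of the same group the chi-square of the counts per gene was 3.45 to 13.7, where sampling noise alone gives 1, so no pair agreed within sampling noise and none was counted as 1 library.

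The comparisons, tests, gene lists and the rule for named genes were fixed before the data were examined. The main test followed the methods of the study. Genes with at least 10 counts in at least 3 libraries were kept (17372), counts were scaled with DESeq2 size factors, and limma-voom was fitted to all 18 libraries with 1 mean per group, followed by empirical Bayes moderation and two-sided contrasts with Benjamini-Hochberg adjustment over the genes tested. NGF withdrawal is anti-NGF/DMSO minus NGF/DMSO, and a gene was counted at a fold change over 1.5 and an adjusted p under 0.001. The contrasts anti-NGF/DLKi minus anti-NGF/DMSO, anti-NGF/ISRIB minus anti-NGF/DMSO and anti-NGF/DLKi minus anti-NGF/ISRIB were counted at a log2 fold change beyond 0.32, the threshold the study set for compounds, and an adjusted p under 0.05. Fold changes are given as log2 with their standard error (SE) from this fit; levels are means of the deposited nRPKM with the SD over libraries.

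Genes were named by rule: 12 genes the study names; the 10 highest and 10 lowest log2 fold changes among genes past the criterion with a mean log2 CPM of at least 1, groups that do not overlap and an established symbol; for each pathway list up to 3 members with the smallest adjusted p in its main direction and up to 2 in the other; and the genes that differed most between compounds. Not all of them are mentioned. The 19 pathway lists and 6 lists of cell type markers (440 genes in all, each found in the files, 4 by an older symbol) were written from general knowledge. Pathway lists share members. Most amino acid genes and many tRNA synthetase genes are also in the list of ATF4 and CHOP targets, as are Atf3 and Jdp2 of the AP-1 list. Results of such lists are therefore not separate from each other. A member was called higher or lower at an adjusted p under 0.05, with no fold threshold, over all genes tested and, separately, over its list. Lists were tested against the other genes with camera at a preset correlation of 0.01 and adjusted within each contrast, apart for pathway and marker lists. With an estimated correlation 41 of the 49 pathway calls and 3 of the 7 marker calls held, and each call that did not is given with its p in the results. Calls that held had larger p-values with the estimated correlation, which was 0.216 for the ATF4 and CHOP targets. The preset p-values may therefore overstate the strength of these calls.

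The tests were run on simulated counts for the real genes in which 200 genes were changed by known folds. For NGF withdrawal (17111 genes) limma-voom placed 38.8% of genes changed 1.5-fold, the size of the threshold itself, 85.1% of those changed 2-fold and 97.0% of those changed 4-fold past the criterion and called 0 unchanged genes. For DLKi (17088 genes) these were 76.1%, 89.6% and 97.0%, with 3 unchanged genes called.

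Alternatives were edgeR's quasi-likelihood test with TMM factors, DESeq2's Wald test, voom with TMM factors, no filter and a filter at 50 counts, library quality weights, fits of only the groups compared, limma-trend on log2(nRPKM + 0.5) and log2(nRPKM + 0.1), other thresholds, fry in place of camera, divided control libraries and leaving out each library. The analysis used R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.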

Results

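Dissociated dorsal root ganglion (DRG) neurons from mouse embryos need nerve growth factor (NGF) to survive in culture, and its removal starts a stress response that precedes axon degeneration and apoptosis. Poly(A) RNA was sequenced from such cultures after 4 days in vitro, at about 400000 cells per well. NGF/DMSO cultures (n = 5 libraries) kept NGF together with the vehicle. The other cultures spent 4.5 h without NGF and with an antibody against it, together with DMSO (anti-NGF/DMSO, n = 5), 400 nM DLKi (anti-NGF/DLKi, n = 4) or 400 nM ISRIB (anti-NGF/ISRIB, n = 4). The labels give these doses in nM, whereas the study's methods for the sequencing state the same figure in μM. DLKi is GNE-3511, an inhibitor of dual leucine zipper kinase (DLK, the product of Map3k12), which lies upstream of the stress kinase JNK and the transcription factor c-Jun. ISRIB acts on eIF2B and blunts the effect of eIF2 phosphorylation on translation, and with it the integrated stress response (ISR), whose main transcription factors are ATF4 and CHOP (encoded by Ddit3). Reads counted over genes summed to between 29.9 and 49.7 M per library, with means of 39.7 ± 3.3 M (SD, n = 5) for NGF/DMSO, 34.4 ± 2.5 (SD, n = 5) for anti-NGF/DMSO, 40.1 ± 6.5 (SD, n = 4) for anti-NGF/DLKi and 36.3 ± 3.6 (SD, n = 4) for anti-NGF/ISRIB. The mean over all libraries was 37.6 M. That lies above the average number of sequenced reads per library in the study's methods, for a reason that the deposited counts do not show. The labels tie no library to a litter, a culture day or a library of another group, so p-values measure the spread between these wells, which may be technical.

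Which transcripts respond to the loss of NGF was examined first. Atf3, a stress-induced partner of c-Jun, rose the most, from 4.80 ± 0.672 (SD, n = 5) to 71.5 ± 7.82 nRPKM (SD, n = 5), a log2 fold change of 3.89 ± 0.10 (SE). Jun itself (Entrez 16476, chromosome 4, 95049036 to 95052222, GRCm38) rose from 29.6 ± 1.36 to 101 ± 3.61 nRPKM (SD, n = 5 each), a log2 fold change of 1.78 ± 0.04 (SE). The BH3-only genes Bcl2l11, which encodes BIM, and Bbc3, which encodes PUMA, rose by 2.31 ± 0.05 and 2.13 ± 0.06 (SE, log2), Bcl2l11 from 3.08 ± 0.197 to 15.4 ± 1.05 nRPKM (SD, n = 5 each). The deepest falls were those of Hoxd1 (−2.94 ± 0.08, SE, log2), the sulfotransferase gene Chst15 (−2.92 ± 0.05), the ERK feedback inhibitor Spry4 (−2.85 ± 0.05) and the transcriptional regulator Id2 (−2.71 ± 0.06).

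Of 17372 genes tested with limma-voom, 585 were higher and 561 lower after withdrawal at a fold change over 1.5 and an adjusted p under 0.001. The high end of the list also held Arid5a (3.31 ± 0.09, SE, log2), the calcium channel subunit gene Cacng3 (2.25 ± 0.15), the receptor gene Calcrl (2.21 ± 0.11) and Cass4 (2.21 ± 0.10), and the low end Prdm8 (−2.69 ± 0.05) and Trib2 (−2.64 ± 0.05). With the level of glial and fibroblast markers as a covariate, an alternative chosen after seeing the data, the counts fell to 108 and 130. There 95.1% of the variance of the marker level lay between groups, the median standard error rose 3.48-fold, and the log2 fold changes of the called genes had a median ratio of 0.99 to those without the covariate, with the same sign in 98.9%. Over all genes the log2 fold changes with and without it correlated at r = 0.54.

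Genes of the ISR rose as a group. Among 50 measured target genes of ATF4 and CHOP, 41 were higher and 1 was lower, at a median log2 fold change of 0.52 (41 and 1 adjusted over the list alone, camera adjusted p = 5.92e-24, adjusted p = 0.0061 with an estimated correlation). Ddit3 rose by 1.79 ± 0.04 (SE, log2), the eIF2 phosphatase subunit gene Ppp1r15a by 1.73 ± 0.06, the glutathione-degrading enzyme gene Chac1 by 1.15 ± 0.05 and Eif4ebp1, which encodes a translation repressor, by 0.61 ± 0.06. These 4 genes were picked from the study, so their direction is not independent evidence. Atf4 mRNA moved little, by 0.13 ± 0.03 (SE, log2, limma-voom adjusted p = 9.98e-04), and stayed below the fold threshold. Of 23 genes of amino acid synthesis and transport, 17 rose and none fell (17 and 0 adjusted over the list alone, camera adjusted p = 6.57e-11, adjusted p = 0.0219 with an estimated correlation), among them the cystine transporter gene Slc7a11 (2.03 ± 0.07, SE, log2) and the cystathionine gamma-lyase gene Cth (1.15 ± 0.05). Most of these 23 genes, Slc7a11 and Cth included, also belong to the list of ATF4 and CHOP targets. The 20 cytosolic tRNA synthetases were not called as a list (10 higher and 5 lower, the same counts adjusted over the list alone, camera adjusted p = 0.0914), with Aars at 0.32 ± 0.03 and Farsa at −0.23 ± 0.04 (SE, log2). ER chaperones and ERAD genes, which respond to ATF6 and XBP1, went the other way in part: 11 of 24 were lower, among them Pdia6 (−0.40 ± 0.03) and Hyou1 (−0.39 ± 0.03), and 5 were higher, among them Atf6 (0.83 ± 0.05). Adjusted over the list alone these were 12 and 5, and the camera adjusted p of 0.038 became an adjusted p = 0.39 with an estimated correlation.

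Transcription factors and effectors of axon injury and cell death rose alongside. In the AP-1 family 6 of 16 genes were higher and 2 lower (6 and 2 adjusted over the list alone, camera adjusted p = 0.0107), Fosl2 rising by 1.45 ± 0.07 (SE, log2) and Maf falling by 0.50 ± 0.06. Axon injury and regeneration-associated genes were higher in 12 of 22 cases and lower in 3 (12 and 3 adjusted over the list alone, camera adjusted p = 9.54e-07), with Sema6a at 1.61 ± 0.05 and Klf6 at −0.82 ± 0.04 (SE, log2). Among 24 pro-apoptotic genes 9 were higher and 5 lower (10 and 5 adjusted over the list alone, camera adjusted p = 0.00782), and beside Bcl2l11 and Bbc3 the BH3-only gene Hrk rose by 1.18 ± 0.04 (SE, log2) whereas Bid fell by 0.52 ± 0.07. Of 9 anti-apoptotic genes 4 were lower, among them Bcl2 (−0.70 ± 0.07), and 2 were higher (4 and 2 adjusted over the list alone, camera adjusted p = 0.124). FOXO targets rose in 15 of 17 cases and fell in 1 (15 and 1 adjusted over the list alone, camera adjusted p = 1.80e-08), with Pik3ip1, an inhibitor of PI3 kinase, at 1.73 ± 0.06 and the insulin receptor substrate gene Irs2 at −1.47 ± 0.06 (SE, log2). Of 21 p53 targets 14 rose and 2 fell (15 and 2 adjusted over the list alone, camera adjusted p = 1.32e-04), among them Btg2 at 1.10 ± 0.07.

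Genes of ERK signalling, ribosome biogenesis, cholesterol synthesis and sensory neuron identity fell. Of 27 ERK-driven immediate early and feedback genes 14 were lower and 7 higher (14 and 8 adjusted over the list alone, camera adjusted p = 4.83e-04). The feedback and growth factor genes Spry4, Etv5 (−1.94 ± 0.05, SE, log2) and Vgf (−2.27 ± 0.06) fell, whereas the immediate early genes Egr1 (1.78 ± 0.07) and Ier2 (1.05 ± 0.07) rose. Ribosome biogenesis genes were lower in 19 of 24 cases and higher in none (19 and 0 adjusted over the list alone, camera adjusted p = 8.12e-10), including the RNA polymerase I subunit gene Polr1b (−0.99 ± 0.06). Cholesterol synthesis genes were lower in 17 of 21 and higher in none (17 and 0 adjusted over the list alone, camera adjusted p = 3.79e-09). That list also holds the LDL receptor gene Ldlr (−1.09 ± 0.04) and Insig1 (−0.80 ± 0.05), neither of which encodes an enzyme of the synthesis itself. Sensory neuron identity and neurotrophin receptor genes were lower in 11 of 23 and higher in 4 (11 and 4 adjusted over the list alone, camera adjusted p = 0.0014), with Pou4f2 at −1.56 ± 0.08, Bdnf at −1.36 ± 0.07 and Tlx3 at 0.67 ± 0.06 (SE, log2). Pan-neuronal and axonal cytoskeleton genes (9 of 23 lower, 3 higher, camera adjusted p = 0.289) and hypoxia and glycolysis genes (6 of 20 lower, 4 higher, camera adjusted p = 0.729) were not called, and the counts adjusted over the list alone were the same. Neither were eIF2 kinases, eIF2 and its partners (7 of 16 lower, 4 higher, camera adjusted p = 0.944) nor DLK-JNK pathway components (8 of 18 lower, 3 higher, camera adjusted p = 0.729), again with the same counts adjusted over the list alone. In both lists the median lay below 0 (−0.07) and the mean above it (0.09). Map3k12 itself stood at 34.3 ± 1.10 nRPKM with NGF and 34.2 ± 1.15 without it (SD, n = 5 each).

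Markers of non-neuronal cells moved in the same comparison, in cultures for which the study describes a transient treatment with AraC, a drug that kills dividing cells. Fibroblast and mesenchyme markers rose in 11 of 13 cases (13 adjusted over the list alone), at a median log2 fold change of 0.40 (camera, adjusted p = 3.80e-06), and cell cycle genes in 15 of 18 (16 adjusted over the list alone), at a median of 0.34 (camera, adjusted p = 1.49e-06), among them Plk1 (0.52 ± 0.06, SE, log2). Schwann and satellite glia markers were higher in 9 of 12 cases (10 adjusted over the list alone), at a median of 0.31, and the camera adjusted p of 1.55e-04 became an adjusted p = 0.0828 with an estimated correlation. Endothelial markers (2 of 7 higher, camera adjusted p = 0.162), macrophage markers (1 of 4 higher; adjusted p = 0.819), muscle markers (1 of 6 lower, 0 adjusted over the list alone; adjusted p = 0.819) and erythroid markers (2 of 7 higher; adjusted p = 0.162) were not called, and the counts not given separately were the same adjusted over the list alone. Rn7sk, a small nuclear RNA without a poly(A) tail, and AY036118, a transcript next to an 18S rRNA pseudogene, were also among the 10 highest genes, at 2.24 ± 0.32 and 2.32 ± 0.22 (SE, log2). Their anti-NGF/DMSO libraries spanned 15.7 to 61.3 and 65.0 to 261 nRPKM, with the highest value in replicate 5 for both.

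**Figure D1:**
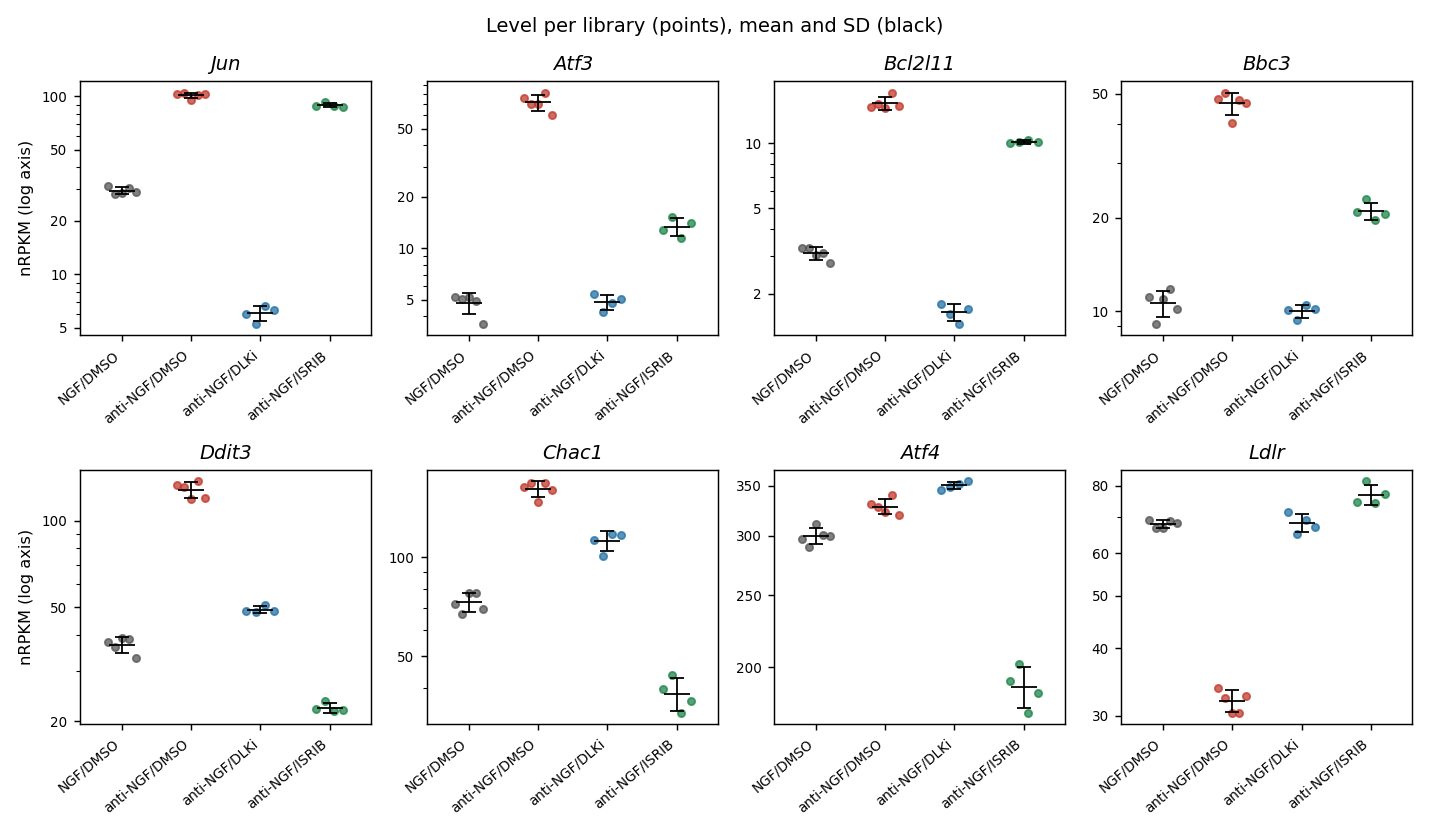
Level of 8 genes in each of the 18 libraries, as deposited nRPKM on a log axis, where points are libraries and the black marks give the mean and SD of each group. Jun lay at 101 nRPKM in anti-NGF/DMSO and 89.2 in anti-NGF/ISRIB but at 6.05 in anti-NGF/DLKi, whereas Ddit3 and Chac1 were lowest in anti-NGF/ISRIB, at 22.3 and 38.5.

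Whether these changes need DLK was asked by comparing anti-NGF/DLKi with anti-NGF/DMSO. DLKi took Jun to 6.05 ± 0.582 nRPKM (SD, n = 4), a log2 fold change of −4.06 ± 0.06 (SE). Against NGF/DMSO itself Jun stood at −2.29 ± 0.06 (SE, log2). Atf3 returned to 4.87 ± 0.488 nRPKM (SD, n = 4, −3.88 ± 0.11, SE, log2), and Bbc3 to 10.1 ± 0.490 (SD, n = 4, −2.21 ± 0.06), against 4.80 ± 0.672 and 10.7 ± 1.02 with NGF (SD, n = 5). Also lower were Bcl2l11 (1.64 ± 0.150 nRPKM, SD, n = 4, −3.24 ± 0.07, SE, log2), Dusp16, which encodes a JNK phosphatase (−3.10 ± 0.07), and Eif2ak3, which encodes the eIF2 kinase PERK (−1.95 ± 0.04). The sensory neuron transcription factor genes Isl1 and Pou4f2 rose by 1.57 ± 0.04 and 1.52 ± 0.08 (SE, log2), Isl1 to 56.6 ± 0.965 nRPKM (SD, n = 4) from 19.1 ± 0.911 (SD, n = 5). That took Isl1 above its level with NGF, 30 ± 0.606 nRPKM (SD, n = 5). Map3k12, whose product DLKi inhibits, stood at 34.4 ± 0.856 nRPKM (SD, n = 4, limma-voom adjusted p = 0.905).

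With DLKi, 1315 genes were higher and 2067 lower at a log2 fold change beyond 0.32 and an adjusted p under 0.05 (limma-voom). Among the deepest falls after Jun and Atf3 were those of Arid5a (−3.32 ± 0.10, SE, log2), Creb5 (−3.29 ± 0.10), the phosphatase gene Dusp1 (−3.27 ± 0.09) and Gprc5c (−3.08 ± 0.06), and among the steepest rises those of Ccdc39 (2.13 ± 0.10), the cholecystokinin receptor gene Cckar (2.05 ± 0.18) and the serotonin receptor gene Htr1b (1.71 ± 0.10). With the marker covariate 101 genes were higher and 192 lower, while the median standard error rose 4.27-fold and the called log2 fold changes had a median ratio of 0.91 to those without it, with the same sign in 87.7% (r = 0.43 over all genes).

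AP-1 genes fell in 10 of 16 cases with DLKi and rose in none (10 and 0 adjusted over the list alone, camera adjusted p = 7.13e-08), with Jund at −2.0 ± 0.07 (SE, log2). Axon injury genes fell in 13 of 22 and rose in 3 (13 and 3 adjusted over the list alone, camera adjusted p = 3.92e-07), with Stmn4 at −1.55 ± 0.04. Of the pro-apoptotic genes 11 of 24 fell and 4 rose (14 and 6 adjusted over the list alone, camera adjusted p = 0.00116). Beside Bcl2l11 and Bbc3, Casp3 fell by 1.0 ± 0.04 to 67.9 ± 3.67 nRPKM (SD, n = 4), from 136 ± 6.15 without the compound and 91.8 ± 4.14 with NGF (SD, n = 5 each), whereas Casp9 rose by 0.40 ± 0.04. p53 targets fell in 15 of 21 cases and rose in 2 (15 and 3 adjusted over the list alone, camera adjusted p = 8.64e-06), with Mdm2 at −0.58 ± 0.04, and FOXO targets fell in 11 of 17 and rose in 1 (11 and 2 adjusted over the list alone, camera adjusted p = 7.77e-07), with Foxo3 at −1.03 ± 0.04. ERK-driven genes, 14 of which had fallen after withdrawal, fell in 19 of 27 cases and rose in 2 (19 and 2 adjusted over the list alone, camera adjusted p = 1.71e-07), among them Egr1 (−2.17 ± 0.08) and Spred2 (−1.42 ± 0.06).

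ISR genes fell in part with DLKi. Of the ATF4 and CHOP targets 32 of 50 were lower and 3 higher, at a median of −0.17 (33 and 6 adjusted over the list alone), and the camera adjusted p of 1.08e-09 became an adjusted p = 0.064 with an estimated correlation. Ppp1r15a (−1.72 ± 0.06, SE, log2), Ddit3 (−1.39 ± 0.05) and Chac1 (−0.53 ± 0.05) fell, Ddit3 to 48.9 ± 1.31 and Chac1 to 112 ± 7.63 nRPKM (SD, n = 4), whereas Eif4ebp1 stood at −0.20 ± 0.06 and did not pass the fold threshold, and Aldh1l2 rose by 0.27 ± 0.04. With the marker covariate the sign of Eif4ebp1 turned, to 0.16. Amino acid genes were lower in 10 of 23 cases and higher in 1 (11 and 2 adjusted over the list alone), and their camera adjusted p of 0.00442 became an adjusted p = 0.265 with an estimated correlation. ER chaperones and ERAD genes fell in 9 of 24 and rose in none (9 and 0 adjusted over the list alone), with the chaperone gene Hspa5 at −0.67 ± 0.04, and the camera adjusted p of 0.00135 became an adjusted p = 0.171 with an estimated correlation. Cholesterol synthesis genes rose in 15 of 21 cases and fell in 1 (15 and 1 adjusted over the list alone, camera adjusted p = 1.73e-09), with Ldlr back at 68.2 ± 2.67 nRPKM (SD, n = 4), against 67.9 ± 1.03 with NGF (SD, n = 5). Sensory neuron identity genes rose in 11 of 23 and fell in 5 (11 and 6 adjusted over the list alone, camera adjusted p = 5.51e-04). DLK-JNK pathway components went both ways, with 6 of 18 lower and 5 higher (7 and 5 adjusted over the list alone), and their camera adjusted p of 0.034 became an adjusted p = 0.125 with an estimated correlation. Pan-neuronal genes were higher in 8 of 23 and lower in 1 (8 and 1 adjusted over the list alone), and here the camera adjusted p of 0.00444 became an adjusted p = 0.112 with an estimated correlation. Of the non-neuronal markers 12 of 13 fibroblast markers fell, at a median of −0.52 (12 adjusted over the list alone, camera adjusted p = 2.33e-09), as did 9 of 12 glial markers, at a median of −0.28 (9 lower and 1 higher adjusted over the list alone, camera adjusted p = 2.92e-04, adjusted p = 0.0989 with an estimated correlation) and 15 of 18 cell cycle genes, at a median of −0.35 (16 adjusted over the list alone, camera adjusted p = 1.86e-06).

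Which changes need ISR signalling was asked by comparing anti-NGF/ISRIB with anti-NGF/DMSO. ISRIB lowered targets of ATF4 and left Jun high. Stc2, which encodes a secreted glycoprotein (Entrez 20856, chromosome 11, 31359441 to 31370061, GRCm38), fell the most, from 20.9 ± 2.35 (SD, n = 5) to 1.20 ± 0.492 nRPKM (SD, n = 4), where NGF/DMSO stood at 7.5 ± 0.428 (SD, n = 5), a log2 fold change of −4.18 ± 0.18 (SE). Slc7a11 (−3.67 ± 0.11, SE, log2), Ddit3 (−2.53 ± 0.05), Chac1 (−2.08 ± 0.06) and Eif4ebp1 (−1.46 ± 0.07) fell too, to 0.457 ± 0.052, 22.3 ± 0.803, 38.5 ± 4.32 and 23.7 ± 0.979 nRPKM (SD, n = 4). Atf4 mRNA fell from 328 ± 7.65 (SD, n = 5) to 188 ± 11.6 nRPKM (SD, n = 4), a log2 fold change of −0.81 ± 0.04. Jun stood at 89.2 ± 2.54 nRPKM (SD, n = 4, −0.19 ± 0.04, SE, log2) and did not pass the fold threshold.

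With ISRIB, 681 genes were higher and 1192 lower at a log2 fold change beyond 0.32 and an adjusted p under 0.05 (limma-voom). Among the deepest falls were Cass4 (−3.58 ± 0.18, SE, log2), Gpr160 (−3.21 ± 0.18), Arhgef3 (−3.14 ± 0.08) and the circadian repressor gene Ciart (−3.06 ± 0.22), and among the steepest rises Pdp2 (1.32 ± 0.05), Ldlr (1.27 ± 0.04), Pou4f2 (1.21 ± 0.09) and Insig1 (1.19 ± 0.05). With the marker covariate 320 genes were higher and 463 lower, while the median standard error rose 2.19-fold and the called log2 fold changes had a median ratio of 0.95 to those without it, with the same sign in 96.8% (r = 0.66 over all genes).

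Of the ATF4 and CHOP targets 48 of 50 fell with ISRIB and none rose, at a median of −0.83 (48 and 0 adjusted over the list alone, camera adjusted p = 2.87e-71, adjusted p = 2.67e-04 with an estimated correlation). Against NGF/DMSO itself 40 of the 50 were lower with ISRIB and 1 was higher, at a median of −0.35. Amino acid genes fell in 21 of 23 cases and rose in none (22 and 0 adjusted over the list alone, camera adjusted p = 2.20e-33, adjusted p = 8.30e-04 with an estimated correlation), with Cth at −2.21 ± 0.06 (SE, log2), and tRNA synthetases in 15 of 20 with 1 higher (15 and 2 adjusted over the list alone, camera adjusted p = 5.12e-13, adjusted p = 0.0121 with an estimated correlation), with Iars at −0.81 ± 0.04. Cholesterol synthesis genes rose in 19 of 21 and fell in none (19 and 0 adjusted over the list alone, camera adjusted p = 1.55e-28, adjusted p = 4.43e-04 with an estimated correlation), at a median of 0.54. AP-1 genes fell in 8 of 16 and rose in none (8 and 0 adjusted over the list alone, camera adjusted p = 2.28e-05), with Atf3 at −2.42 ± 0.08 and Jdp2 at −1.72 ± 0.08, as did ERK-driven genes in 20 of 27 with 1 higher (20 and 1 adjusted over the list alone, camera adjusted p = 1.09e-08) and p53 targets in 11 of 21 with 1 higher (11 and 1 adjusted over the list alone, camera adjusted p = 1.26e-05). Pro-apoptotic genes went both ways, with 6 of 24 lower and 5 higher (7 and 7 adjusted over the list alone, camera adjusted p = 0.517). Bbc3 (−1.15 ± 0.06) and Bcl2l11 (−0.60 ± 0.05) fell, whereas Casp3 rose by 0.29 ± 0.04. Axon injury genes (9 of 22 lower, 6 higher, and 9 and 7 adjusted over the list alone, camera adjusted p = 0.191) and ER chaperones (6 of 24 lower, 10 higher, and 6 and 12 adjusted over the list alone, camera adjusted p = 0.379) were not called, and Eif2ak3 stood at 57.2 ± 1.67 nRPKM (SD, n = 4), against 49.4 ± 1.27 without the compound (SD, n = 5). DLK-JNK pathway components were higher in 8 of 18 and lower in 3 (9 and 3 adjusted over the list alone), and pan-neuronal genes higher in 8 of 23 and lower in 1 (11 and 1 adjusted over the list alone). The camera adjusted p of 0.023 and 0.00224 became adjusted p = 0.105 and adjusted p = 0.1 with an estimated correlation. Glial markers were lower in 10 of 12 cases, at a median of −0.23 (11 adjusted over the list alone, camera adjusted p = 2.36e-04, adjusted p = 0.0776 with an estimated correlation), and fibroblast markers in 8 of 13, at a median of −0.21 (8 adjusted over the list alone, camera adjusted p = 3.03e-04, adjusted p = 0.0569 with an estimated correlation). Cell cycle genes were not called, with 4 of 18 lower and none higher, at a median of −0.11 (4 and 0 adjusted over the list alone, camera adjusted p = 0.0524). Neither were sensory neuron identity genes, with 4 of 23 higher and 4 lower (4 and 4 adjusted over the list alone, camera adjusted p = 0.73).

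How much of the response to NGF loss each compound reverses was then counted over the 585 raised and 561 lowered genes. No group received a compound together with NGF, so reversal cannot be told apart from an effect that a compound has with NGF present. Some levels went past those of NGF/DMSO. Jun stood at 6.05 nRPKM with DLKi against 29.6 with NGF, and with ISRIB 40 of 50 ATF4 and CHOP targets were below NGF/DMSO and 1 above. DLKi lowered 476 of the raised genes (81.4%) and ISRIB 353 (60.3%), among them Atf3, Bbc3, Ddit3 and Chac1 with either compound. DLKi raised 256 of the lowered genes (45.6%), among them Isl1 and Pou4f2, and ISRIB 140 (25%). Both genes also rose with ISRIB, Isl1 to 39.3 ± 1.63 nRPKM (SD, n = 4), which again lay above its level with NGF. With the marker covariate the 2 shares for DLKi were 67.6% (raised genes) and 21.5% (lowered genes). Those are shares of the 108 raised and 130 lowered genes that the covariate fit itself picked, not of the 585 and 561. Over the 585 raised genes the median log2 fold change over NGF/DMSO was 0.86 without a compound, 0.14 with DLKi and 0.38 with ISRIB. Over the 561 lowered genes it was −0.85, −0.61 and −0.75. With DLKi 32.8% of the raised genes were still above NGF/DMSO at the compound criterion, and with ISRIB 51.5%. The raised genes were picked against the same NGF/DMSO libraries, which biases these 2 shares and the medians over NGF/DMSO away from 0, and no divided value was computed for them. Spry4 belonged to the lowered genes that neither compound raised, at −0.60 and −0.68 relative to anti-NGF/DMSO (log2). These comparisons share the anti-NGF/DMSO libraries. Simulated compound groups with no effect, tested against the same libraries, gave a median of 0% for each of the 4 shares of reversed genes. That value follows from the limit the adjusted p sets on false calls, and the simulation held no shift of a whole group, so it lends no support. Lists of the observed lengths that are independent of withdrawal would give 11.9% (raised genes lowered by DLKi), 6.86% (raised genes lowered by ISRIB), 7.57% (lowered genes raised by DLKi) and 3.92% (lowered genes raised by ISRIB). With the anti-NGF/DMSO libraries divided, 3 to pick the genes and the other 2 to test the compound, the medians over 10 divisions were 76.8% and 40.9% for DLKi and 53.5% and 21.8% for ISRIB. Division cannot address a shift common to all anti-NGF/DMSO libraries, which would look like reversal by both compounds. Rn7sk, AY036118 and some histone genes, taken up below, were among the raised genes that both compounds lowered.

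Of the 353 raised genes that ISRIB lowered, 300 (85.0%) were also lowered by DLKi, and of the 476 that DLKi lowered 63.0% were also lowered by ISRIB. A further 176 genes were lowered by DLKi alone, among them Jun, Dusp16 and Eif2ak3, 53 by ISRIB alone, among them Eif4ebp1, and 56 by neither. Within the raised genes, independent calls would put 287 in both classes (odds ratio 1.80, two-sided Fisher's exact test p = 0.0066, over genes, which are not independent replicates). Both calls also use the anti-NGF/DMSO libraries that picked the genes, which can tie them without any shared effect. No value with these libraries divided between the compounds was computed within the raised genes. Over all genes tested 650 were lower with both compounds, against 142 for independent lists and a median of 0 in the simulation, and 346 were higher with both, against 51.5 and 0. The simulated counts of 0 again follow from the limit on false calls. With the anti-NGF/DMSO libraries divided between the compounds, which also leaves fewer of them for each test, the medians were 529 and 288.5. The log2 fold changes of the compounds correlated across genes (r = 0.519, against 0.456 simulated with no effect and 0.326 with divided controls), and genes are not independent replicates. The covariance was 0.0969 against 0.0211 in the simulation, a difference of 0.0758, and 0.07065 with divided controls. Neither the simulation nor the division can tell an effect shared by the compounds from a shift common to all anti-NGF/DMSO libraries.

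**Figure D2:**
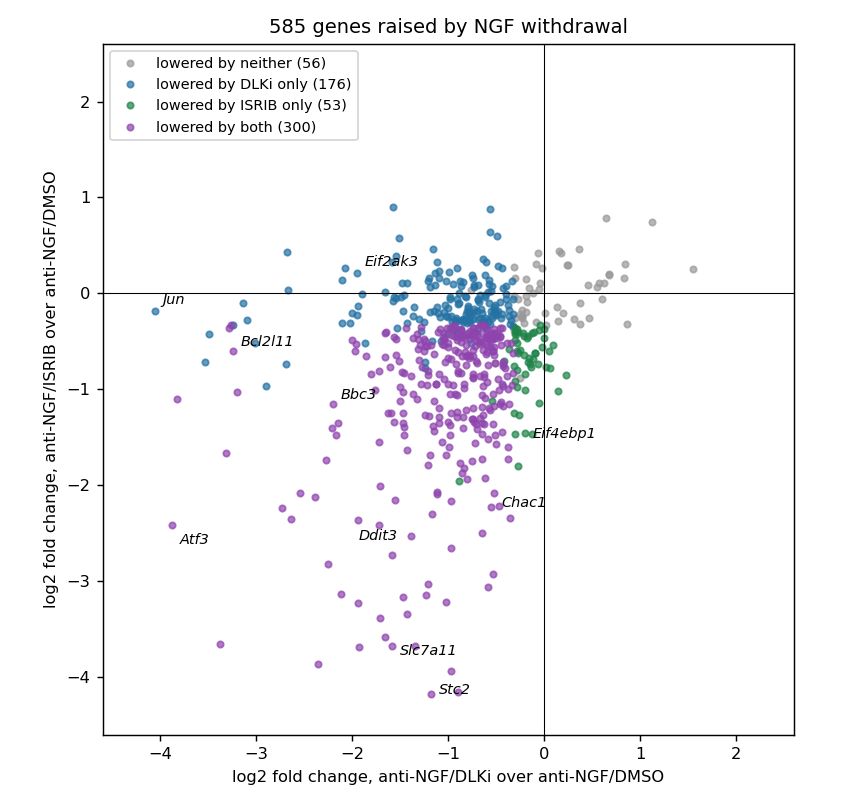
Log2 fold change with DLKi (horizontal) and with ISRIB (vertical), each against anti-NGF/DMSO, for the 585 genes raised by NGF withdrawal, with each point a gene, coloured by which compound lowered it past the criterion. Jun lies at the far left near 0 on the vertical axis (−4.06 and −0.19), and Stc2 at the bottom (−1.18 and −4.18).

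Where the compounds differ from each other was tested directly, anti-NGF/DLKi against anti-NGF/ISRIB. Jun was far lower with DLKi, and ATF4 targets were far lower with ISRIB. Relative to ISRIB, Jun stood at −3.88 ± 0.06 with DLKi (SE, log2, n = 4 and 4 libraries), Dact2 at −3.11 ± 0.08, Dusp1 at −2.94 ± 0.10, Bcl2l11 at −2.64 ± 0.07 and Eif2ak3 at −2.16 ± 0.04. Stc2 was lower with ISRIB (DLKi minus ISRIB 3.0 ± 0.19, SE, log2), as were Ciart (2.47 ± 0.23), Slc7a11 (2.09 ± 0.12), the glycine transporter gene Slc6a9 (1.98 ± 0.08), Chac1 (1.55 ± 0.07), Ddit3 (1.14 ± 0.06) and Atf4 (0.90 ± 0.04). Bbc3, which both compounds lowered, stood at −1.06 ± 0.07.

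In this contrast 1162 genes were higher and 1161 lower with DLKi than with ISRIB (limma-voom, log2 fold change beyond 0.32 and adjusted p under 0.05). Of the 585 withdrawal-raised genes 223 were lower with DLKi, 131 lower with ISRIB, and 231 did not pass this test in either direction. Of the 176 raised genes that passed the criterion with DLKi alone, 141 were lower with DLKi than with ISRIB in the direct test, and of the 53 with ISRIB alone 29 were lower with ISRIB. With the marker covariate the counts were 448 and 553, while the median standard error rose 2.29-fold and the called log2 fold changes had a median ratio of 1.02 to those without it, with the same sign in 98.1% (r = 0.65 over all genes).

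ATF4 and CHOP targets were higher with DLKi than with ISRIB in 43 of 50 cases and lower in 1 (44 and 1 adjusted over the list alone, camera adjusted p = 7.51e-45), as were amino acid genes in 20 of 23 with none lower (20 and 0 adjusted over the list alone, camera adjusted p = 1.85e-28) and tRNA synthetases in 13 of 20 with none lower (13 and 0 adjusted over the list alone, camera adjusted p = 1.73e-10). With an estimated correlation the camera adjusted p of these 3 lists was 9.58e-04, 0.00118 and 0.0154. Lower with DLKi were AP-1 genes in 6 of 16 with 1 higher, which was Jdp2 at 1.34 ± 0.08 (7 and 1 adjusted over the list alone, camera adjusted p = 1.65e-04), axon injury genes in 12 of 22 with 2 higher (12 and 3 adjusted over the list alone, camera adjusted p = 3.90e-09), FOXO targets in 10 of 17 with 1 higher (10 and 1 adjusted over the list alone, camera adjusted p = 3.63e-08) and pro-apoptotic genes in 9 of 24 with 4 higher (9 and 5 adjusted over the list alone, camera adjusted p = 5.44e-04), with Casp3 at −1.29 ± 0.04 (SE, log2). Cholesterol synthesis genes were lower with DLKi in 18 of 21 with none higher (18 and 0 adjusted over the list alone, camera adjusted p = 3.52e-09), with Dhcr7 at −0.54 ± 0.04, and ER chaperones in 15 of 24 with 1 higher (15 and 3 adjusted over the list alone, camera adjusted p = 5.30e-06), with the chaperone gene Calr at −0.46 ± 0.04. DLK-JNK pathway components were lower in 8 of 18 with none higher (9 and 0 adjusted over the list alone, camera adjusted p = 4.99e-08), among them Dusp16, Dusp1 and Dusp8 (−1.81 ± 0.05), which encode phosphatases. Ribosome biogenesis genes were higher with DLKi in 9 of 24 with none lower (10 and 0 adjusted over the list alone, camera adjusted p = 0.00511). Sensory neuron identity genes were higher with DLKi in 10 of 23 with 1 lower (11 and 1 adjusted over the list alone, camera adjusted p = 8.30e-05), with Runx1 at 1.19 ± 0.08. Fibroblast markers were lower with DLKi in 11 of 13 cases, at a median of −0.34 (12 adjusted over the list alone, camera adjusted p = 1.94e-06), and cell cycle genes in 11 of 18 (12 adjusted over the list alone, camera adjusted p = 1.06e-04), whereas glial markers were lower in 4 of 12 and higher in 1 (4 and 1 adjusted over the list alone, camera adjusted p = 0.428).

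**Figure D3:**
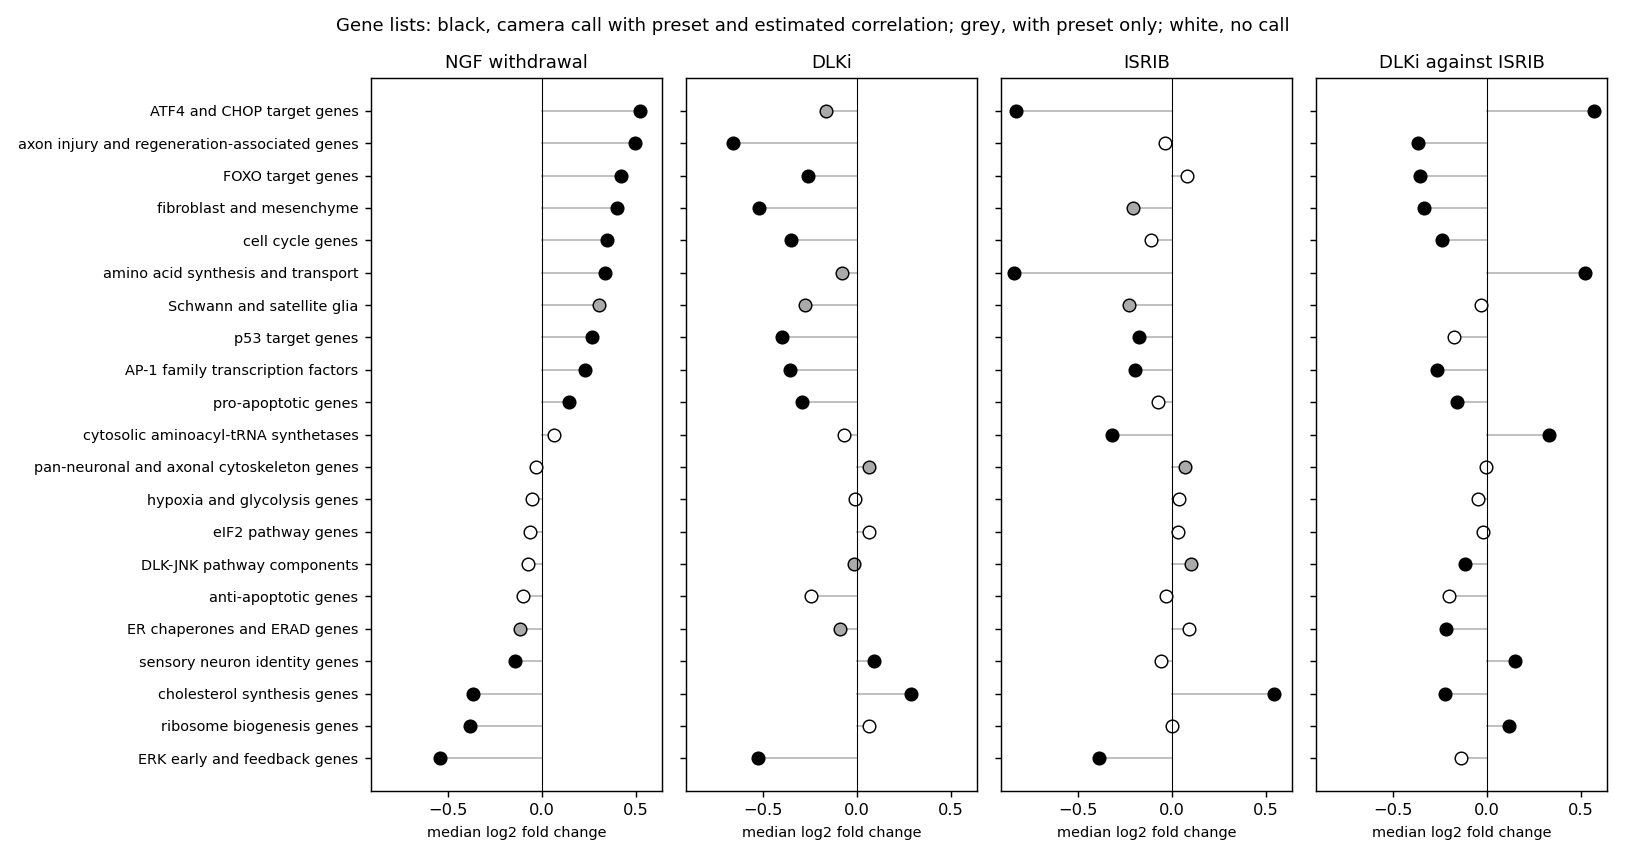
Median log2 fold change of 21 gene lists (19 pathway lists, glia and fibroblast markers) in the 4 contrasts. Filled black points passed camera at an adjusted p under 0.05 with a preset and with an estimated correlation, grey points passed with the preset one only, and white points did not pass with the preset one. ATF4 and CHOP targets lie at 0.52 after withdrawal, −0.17 with DLKi and −0.83 with ISRIB.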

Values the study reported

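The study reported 1130 mRNAs that changed after NGF deprivation at a fold change over 1.5 and an adjusted p below 0.001, of which 581 were upregulated. It stated that over 80% of the 581 upregulated mRNAs were DLKi sensitive, and that about 50% of the upregulated mRNAs were suppressed by ISRIB, 85% of which were also sensitive to DLKi. It called a change sensitive to a compound at a fold change over 1.25 and an adjusted p below 0.05.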

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

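Of the tests below, those of RNA without a poly(A) tail over the whole group, of 1 library as the source, of the share of non-neuronal RNA and of handling were chosen after the result was seen. Over 17 genes and the total count, 11 of 72 groups of libraries held 1 library far from the others, where chance gives about 1 in 20, or 3.6 groups. Total counts stood apart in anti-NGF/DMSO replicate 5 (29.9 M, the nearest 34.6) and anti-NGF/DLKi replicate 3 (49.7 M, the nearest 37.9). In nRPKM, Jun was 95.0 in anti-NGF/DMSO replicate 3 (nearest 102), Atf3 was 3.62 in NGF/DMSO replicate 5 (nearest 4.90), and Eif4ebp1 was 37.2 in NGF/DMSO replicate 2 (nearest 42.7). With DLKi, Casp3 was 73.4 in replicate 2 (nearest 66.5) and Isl1 was 58.0 in replicate 1 (nearest 56.3). With ISRIB, Rn7sk was 6.47 in replicate 2 (nearest 4.39) and AY036118 was 21.2 in replicate 4 (nearest 24.2).

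Rn7sk and AY036118 were higher in anti-NGF/DMSO than in the other 3 groups, and highest in replicate 5, at 61.3 (nearest 21.4) and 261 nRPKM (nearest 97.1). That 1 library sets the difference is argued against, since without it they still rose by 1.92 ± 0.17 and 2.0 ± 0.09 (SE, log2, limma-voom adjusted p = 3.06e-10 and 9.93e-17). More RNA without a poly(A) tail could raise both. If general, it would also raise replication-dependent histone mRNAs, which lack the tail too, but an excess of only some such RNA would escape this test. In replicate 5 the histone genes stood at a median log2 difference of −0.01 from the other 4 libraries, against 1.76 for Rn7sk and 1.67 for AY036118. That argues against a general excess of such RNA as the source of that library's surplus. Over the group it stays open, since 10 of 15 histone genes rose and none fell after withdrawal, at a median of 0.88, above the 0.34 of the cell cycle genes, and 8 fell with DLKi (median −0.83) and 9 with ISRIB (median −0.65), so that the excess lay in the libraries that all 3 contrasts share, and a response to NGF loss was not tested apart from it.

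Glial, fibroblast and cell cycle genes were higher after withdrawal and lower with DLKi; the most abundant of each list, chosen by level, were Pmp22 (47.0, 63.4 and 46.4 nRPKM in NGF/DMSO, anti-NGF/DMSO and anti-NGF/DLKi), Postn (142, 180 and 135) and Top2a (11.8, 14.9 and 11.7). A share of RNA from non-neuronal cells that changed equally for glia and fibroblasts would move their markers alike. With DLKi the fibroblast mean lay −0.39 ± 0.04 from the glial one (SE, log2, exact permutation p = 0.00794, the smallest the design can give), and after withdrawal 0.15 ± 0.04 (exact permutation p = 0.00794). That argues against an equal change of both as the whole of the withdrawal and DLKi changes, but not for ISRIB, where the means differed by 0.00 ± 0.04 (exact permutation p = 0.96). Shares that changed by different amounts stay open, as does a change of the fibroblasts alone, and this test cannot decide between them. Both lists moved the same way, glia by 0.27 and fibroblasts by 0.42 after withdrawal, and by −0.25 and −0.64 with DLKi (mean log2). Lower depth of the anti-NGF/DMSO libraries is argued against, since the slope within groups gave 0.6% of the change. An effect of NGF loss and DLKi on these cells, of which 12 of 12 glial, 10 of 13 fibroblast and 17 of 18 cell cycle genes stood above 1 nRPKM in NGF/DMSO, stays open and was not tested.

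Cholesterol synthesis genes were lower after withdrawal and higher with both compounds. Chance values of single anti-NGF/DMSO libraries shared between withdrawal and the compounds are argued against. Over 20 divisions of these libraries the median kept its direction in all 3 contrasts, with a smallest size of 0.24. Each division tested both compounds against the same part, so it cannot address libraries shared between the compounds. Nor can it address a shift common to all libraries of that group. Handling of the anti-NGF/DMSO group is argued against only as the whole of the ISRIB change. The median with ISRIB was 0.54 over anti-NGF/DMSO and still 0.20 over NGF/DMSO, with 15 of 21 genes higher. For the rest of the ISRIB change handling stays open. For withdrawal and DLKi handling cannot be told apart from NGF loss, because anti-NGF/DLKi stood at −0.03 relative to NGF/DMSO, so that of these 3 groups anti-NGF/DMSO stood apart. An effect of NGF loss itself stays open and was not tested.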

How the results depend on the processing

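The marker covariate and the fit without 2 libraries were chosen after seeing the data, and the cause of the changes below was not tested except where said. No paired analysis was possible because the labels carry no replicate numbers that groups share. Other splits of the libraries did not reach the real counts: 1 of 100 splits, the real one, gave 1146 genes for withdrawal (highest other 0), 1 of 100 gave 3382 for DLKi (2502), 1 of 100 gave 1873 for ISRIB (1306) and 1 of 35 gave 2323 for DLKi against ISRIB (0). Each is a share under 0.05, which argues against chance assignment of these wells to groups and says nothing of how independent the wells are. Group sizes differ for DLKi and ISRIB, so splits that nearly mirror the real one could be drawn there. Such splits keep most of the treatment difference with its sign turned, so 2502 and 1306 cannot be read as noise. Which splits gave them was not examined. Leaving out each library in turn gave 560 to 607 genes higher and 539 to 569 lower after withdrawal, 1248 to 1353 and 1907 to 2090 with DLKi, 598 to 728 and 1054 to 1293 with ISRIB, and 1063 to 1210 and 1053 to 1190 for DLKi against ISRIB. The shares were 80.1 to 82.8% (raised genes lowered by DLKi), 43.4 to 47.6% (lowered genes raised by DLKi), 58.2 to 62.1% and 22.5 to 27.2% (the same for ISRIB), 83.2 to 86.5% (ISRIB-lowered also DLKi-lowered), 60.8 to 64.7% (the reverse), and 30.5 to 33.6% and 47.7 to 52.4% (still above NGF/DMSO with DLKi and ISRIB). edgeR shared 1118 and DESeq2 1139 of the 1146 withdrawal calls. Filters, TMM factors, library weights, log2(nRPKM + 0.1) and fits of only the groups compared kept every count within 1.5 times. On log2(nRPKM + 0.5), which shrinks low genes, withdrawal raised 387 genes, and the shares were 41.5% (lowered genes raised by DLKi), 64.9% and 21.5% (raised and lowered genes with ISRIB). Without NGF/DMSO replicate 2 and anti-NGF/DMSO replicate 5 the share of lowered genes raised by ISRIB was 28.7%. With no fold threshold at an adjusted p under 0.05, the counts higher and lower were 3747 and 3878 (withdrawal), 3309 and 3327 (DLKi), 2508 and 2252 (ISRIB), and 2506 and 2539 (DLKi against ISRIB). With limma's treat against the same folds they were 178 and 194, 417 and 797, 133 and 338, and 263 and 333. With no fold threshold for the compound the 8 shares, in the order above, were 86.7, 54.2, 68.0, 37.6, 90.7, 71.2, 38.6 and 58.1%. With the anti-NGF/DMSO libraries divided they were 76.8, 40.9 and 53.5% for the first 3 (3 libraries to pick genes), and 56.1% for raised genes lowered by ISRIB (2 libraries to pick genes). With the marker covariate the counts were 108 and 130, 101 and 192, 320 and 463, and 448 and 553, while standard errors rose 2.19 to 4.27-fold and 87.7 to 98.9% of the called genes kept their sign. There the raised and lowered genes were picked anew. With this covariate the shares were 67.6% and 21.5% (raised and lowered genes with DLKi), 64.2% (ISRIB-lowered also DLKi-lowered), and 41.7% and 68.5% (still above NGF/DMSO). Under it the sign turned for Ccdc39 and Cckar after withdrawal (0.04 each, log2) and for Eif4ebp1 (0.16) and Vgf (0.04) with DLKi. Beside these 4, 102 results of single genes named for the text no longer passed an adjusted p under 0.05, and 238 stayed the same. fry, which does not compare a list with other genes, turned the direction of the DLK-JNK list after withdrawal (adjusted p = 1.63e-04) and of the eIF2 list for DLKi against ISRIB (adjusted p = 0.00712), and of FOXO targets with ISRIB, where neither camera nor the directional fry test passed (adjusted p = 0.111). Over the 3 alternative list tests 41 to 70 of the 76 pathway tests were called, against 49. In simulated data at this depth limma-voom placed 85.1% of 2-fold and 97.0% of 4-fold changes past the withdrawal criterion.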

Other observations

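Hypoxia and glycolysis genes did not move as a list with ISRIB (4 of 20 higher and 5 lower, the same adjusted over the list alone, camera adjusted p = 0.49), but single members fell far. Vegfa, which encodes an angiogenic growth factor, stood at −1.57 ± 0.05 (SE, log2, n = 4 and 5 libraries) and the hexokinase gene Hk2 at −1.36 ± 0.10, and Vegfa had risen by 0.82 ± 0.04 after withdrawal. With DLKi they stood at −0.50 ± 0.04 and −0.71 ± 0.08, and both were lower with ISRIB than with DLKi in the direct test (1.07 ± 0.05 and 0.65 ± 0.11, DLKi minus ISRIB).

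The levels with each compound were also set against NGF/DMSO itself. These counts use single genes at an adjusted p under 0.05 (limma-voom), and the lists were not tested. With DLKi 32 of 50 ATF4 and CHOP targets were still higher and none lower, at a median of 0.20, whereas with ISRIB 1 was higher and 40 lower. Ribosome biogenesis genes were lower in 19 of 24 with either compound, at medians of −0.24 (DLKi) and −0.43 (ISRIB). FOXO targets were higher in 13 of 17 with ISRIB, at a median of 0.52, and in 10 of 17 with DLKi, at 0.18. Of the genes that DLKi changed, 399 of the higher (30.3%) and 442 of the lower (21.4%) had no withdrawal call at an adjusted p under 0.05, and with ISRIB these were 187 (27.5%) and 286 (24.0%).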
